A study of Mus musculus with 12 samples. Its data were reported in "Preformed fibrils of α-synuclein rapidly activate LRRK2 on early endosomes, driving Rab5 phosphorylation and disrupting endolysosomal and synaptic function" (2026).

How the data were processed

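The assay was ATAC-seq, in which the transposase Tn5 inserts sequencing adapters into open chromatin so that sequenced fragments pile up at accessible positions. The 12 libraries came from cultured cortical neurons of embryonic C57BL/6 mice, 3 libraries for each of 4 groups, and the labels place all of them in batch 1. The group of each library was taken from its title and treatment label. The free-text descriptions of the PFF+MLi-2 and PFF+Rab5 ASO libraries name PBS in place of PFF, whereas their titles, treatment labels and the series design name PFF, and the latter were used.

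Per the study's methods, the authors trimmed the reads with Trim Galore 0.6.7, aligned them to GRCm38 with Bowtie2 2.5.1 at default settings and called peaks in each library on its own with MACS2 2.2.7.1, so that every replicate has its own peak list and no list was pooled. No control library was used. The MACS2 options, the treatment of duplicate reads and any shift of read ends for the Tn5 insertion offset are not stated, and each of these would change the width, number and height of peaks. The deposited lists give, for each peak, its position, a score, a fold enrichment over the local background (a ratio), a -log10 p-value, a -log10 q-value and the summit position. The deposited score was checked to be 10 times the -log10 q-value, rounded down, for 100.0% of peaks in the median library, and it was not used further. The fold and the -log10 values of a peak are the authors' own values, and they served to describe, rank or filter peaks inside their own list and to derive the relative depth of a library described below, which was compared between libraries. Read counts per region were not analysed here.

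The lists held 1916151 peaks, of which 1440 (0.0752%) lay outside chromosomes 1 to 19, X and Y. No peak ended past the end of its chromosome in GRCm38. Coordinates are 1-based in GRCm38, and genes are from the GENCODE vM21 annotation of that build.

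The total number of reads per library was not used here. MACS2 computes the fold as pileup plus 1 over background plus 1 and the p-value from a Poisson distribution, and the 2 values together give back the fragment pileup at the summit and the background. On 5000 simulated peaks this step recovered 100% of pileups, and in the deposited lists it gave a whole-number pileup for 100% of peaks. The smallest peak width of a library was read as the fragment length that MACS2 used, which could not be checked because the options are not stated. The most frequent background value of the library was divided by that width as a measure of depth. The measure was scaled to a mean of 1 over the 12 libraries. This relative depth ran from 0.775 to 1.31. The median summit pileup per library was 16 to 18 fragments, so a peak near the calling threshold rests on few fragments and its presence or absence in a library is subject to sampling.

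Regions were the union of the peaks of all 12 libraries, merged where they overlapped by at least 1 bp. A region was gained in a comparison when all 3 libraries of the first group and 0 of the second had a peak in it, and lost in the reverse case. A test per region cannot give an exact p under 0.1 with 3 libraries against 3, so gained and lost regions were counted and the count was set against the other 9 of the 10 ways to split the 6 libraries. For regions gained or lost in PFF vs PBS, the share with a peak in at least 2 of 3 libraries of a treated group was compared with the same share under all assignments of the 9 libraries to 3 groups (exact permutation test, two-sided). Library similarity was the Jaccard index in base pairs, tested by permutational analysis of variance over all 15400 partitions of the libraries (exact, one-sided). Peak numbers, covered length and median width were tested over the same partitions, with Benjamini-Hochberg adjustment over the 3 measures.

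Peak height was compared as a rank. Over the 72465 regions with a peak in all 12 libraries, each library's regions were ranked by fold enrichment and the ranks turned into normal scores, so that effects are in standard deviations of the score. These were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on the 6 libraries of a comparison, no covariate, Benjamini-Hochberg adjusted p under 0.05). The test was run on simulated data in which 200 of the regions were shifted. A shift of 2 recovered 61% of the shifted regions in PFF vs PBS, 60% in PFF+MLi-2 vs PFF and 68% in PFF+Rab5 ASO vs PFF, a shift of 1 recovered 0% in each of these comparisons, and 0 regions were called without a shift. Only 200 of the 72465 regions were shifted, so these shares do not give the recovery where many regions change. Promoters were positions within 1 kb of a transcription start site. The motif CACGTG was searched within 100 bp of the summit, and shares have Wilson 95% intervals and Fisher's exact tests, two-sided. The other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Intervals cover counting error only, and regions are not independent replicates.

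The groups, the tests, the rule for named regions and genes, and most alternatives were fixed before the data were examined. The rule names the 3 gained and the 3 lost regions in PFF vs PBS with the highest mean within-list percentile of fold, the 2 regions that rose most and the 2 that fell most among the called height ranks without overlap between groups, and 8 genes: P2rx4, Plekhf1, Ets1, Tgfb2, Camk2b and Sema6b, for which the study showed tracks, and the ASO targets Rab5a and Rab5b. The alternatives were a -log10 q of at least 5, an equal number of top peaks per library, peaks that cover at least 50% of a region, presence in at least 2 of 3 libraries, autosomes alone, another ranking value, other sets of regions and libraries in the model, a replicate block, a narrower promoter, a wider window, a longer motif and each library left out in turn. Added after the data had been seen were the group tests of relative depth and smallest peak width, the test of the E-box in lost regions, the removal of trends with GC content and region width, the correlation from separate PFF libraries, the exact permutation tests of the correlations, and the block in the tests of the correlations and of the shares in the third group. Whether the equal number of top peaks was chosen before or after the lists were seen is not settled, so its results are best read as unplanned.

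Replicate numbers are shared by the 4 groups. According to the study, a biological replicate is a pregnancy, and the cultures of each pregnancy were spread at random over the groups, while the labels do not say which pregnancy a number stands for. The deviations of libraries from their group means had a mean correlation of 0.0325 over the 18 pairs with the same number (0.00514 to 0.0788, all 18 above 0, none above 0.1). With the numbers permuted inside the groups, no other arrangement reached that mean (exact permutation test over 216 arrangements, one-sided, p = 0.00463). The numbers were therefore treated as pairing the libraries, weakly, and a value with the number as a block is given beside a result where it changes the call or moves a count by over 1.5 times. In exact tests the block means that group labels are permuted only inside a number.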

Results

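Chromatin accessibility was profiled by ATAC-seq in primary cortical neurons from mouse embryos. The neurons were exposed for 7 days to PBS (the vehicle control), to pre-formed fibrils (PFF, aggregates of alpha-synuclein that seed aggregation in neurons), to PFF with MLi-2, an inhibitor of the kinase LRRK2, or to PFF with antisense oligonucleotides (ASO) against the endosomal GTPase Rab5. MLi-2 was present for the last 5 days and the Rab5 ASO for the last 3 days. Each of the 4 groups had 3 biological replicates. The comparisons ask which accessible regions change with PFF and whether either treatment brings them back towards PBS.

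The PBS libraries held 156860 ± 22161 peaks (SD, n = 3), the PFF libraries 163568 ± 10533, the PFF+MLi-2 libraries 146502 ± 1315 and the PFF+Rab5 ASO libraries 171787 ± 11486. The number of peaks did not differ between the 4 groups beyond the spread between replicates (exact permutation test over 15400 partitions, one-sided, p = 0.225, adjusted p = 0.326). The spread within PBS was wide, from 137417 to 180989 peaks, and without PBS replicate 1 the same exact test gave p = 0.0286. In the pairwise exact permutation tests (two-sided), which cannot go below p = 0.1 with 3 libraries against 3, PFF vs PBS gave p = 0.8, PFF+MLi-2 vs PFF p = 0.1 and PFF+Rab5 ASO vs PFF p = 0.5. The covered length was 28.2 ± 4.40 Mb in PBS, 30.7 ± 1.88 Mb in PFF, 26.4 ± 0.230 Mb in PFF+MLi-2 and 29.0 ± 2.32 Mb in PFF+Rab5 ASO (exact permutation test, one-sided, p = 0.326, adjusted p = 0.326).

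The median peak width did differ between groups (exact permutation test, one-sided, p = 0.00143, adjusted p = 0.00429). It was 131 ± 3.51 bp in PBS, 138 ± 2.31 bp in PFF, 132 ± 2.52 bp in PFF+MLi-2 and 118 ± 6.00 bp in PFF+Rab5 ASO. The smallest width in a list, which was read as the fragment length MACS2 used, was 53 to 59 bp in the PFF+Rab5 ASO libraries and 62 to 66 bp in the other 9. The relative depth was 0.939 ± 0.0333 in PBS, 0.843 ± 0.0728 in PFF, 1.00 ± 0.0373 in PFF+MLi-2 and 1.22 ± 0.149 in PFF+Rab5 ASO (exact permutation test over the 4 groups, one-sided, p = 0.000325, a test added after the data had been seen). The groups therefore differed in technical measures of the libraries as well as in treatment.

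**Figure D1:**
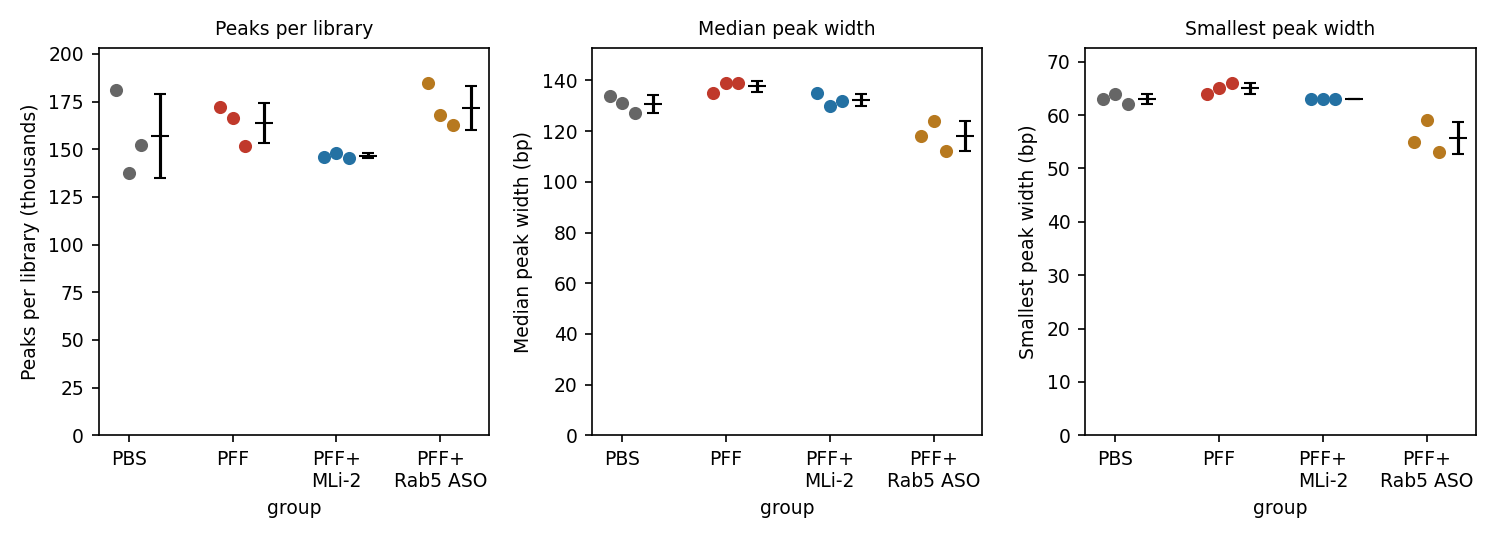
Number of peaks (axis in units of 1000), median peak width in bp and smallest peak width in bp for each of the 12 libraries (points) by group, with the group mean and SD (black bars). The PFF+Rab5 ASO libraries have the narrowest peaks, with a median of 118 bp on average against 131 bp in PBS.

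Merging the lists gave 263785 regions, of which 72465 (27.5%) had a peak in all 12 libraries and 70264 (26.6%) in 1 library alone. The overlap of peak sets separated the 4 groups (pseudo-F = 1.65, exact permutation test over 15400 partitions, one-sided, p = 0.000325). When each library in turn was left out, the pseudo-F was at most 1.72 and the exact p at most 0.00143. The mean Jaccard index within groups was 0.628 ± 0.0178 in PBS, 0.659 ± 0.00557 in PFF, 0.655 ± 0.00575 in PFF+MLi-2 and 0.655 ± 0.00284 in PFF+Rab5 ASO (SD over 3 library pairs). Between groups it was 0.626 ± 0.00955 for PBS and PFF, 0.640 ± 0.0119 for PBS and PFF+MLi-2 and 0.628 ± 0.00714 for PFF and PFF+MLi-2 (SD over 9 library pairs). The PFF+Rab5 ASO libraries were the least similar to the others, with 0.595 ± 0.00877 against PBS, 0.596 ± 0.0105 against PFF and 0.592 ± 0.00632 against PFF+MLi-2. For PFF vs PBS, PFF+MLi-2 vs PFF and the 3 comparisons with PFF+Rab5 ASO, the pairwise exact permutation test (one-sided) gave p = 0.1, the smallest value that 10 splits allow. PFF+MLi-2 vs PBS gave an exact p of 0.5 and a pseudo-F of 1.02, so these groups were not distinguishable by peak overlap.

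In a principal coordinate plot of the peak sets, axis 1 (18.7% of the variation) set the PFF+Rab5 ASO libraries apart from the other 9. On axis 2 (12.7%), the PFF libraries lay at 0.0872 to 0.151 and the PFF+MLi-2 libraries at -0.0975 to -0.0685. The PBS libraries were split along axis 2. PBS replicate 1 lay at 0.0896, among the PFF libraries, and PBS replicates 2 and 3 lay at -0.121 and -0.0684, close to the PFF+MLi-2 libraries.

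**Figure D2:**
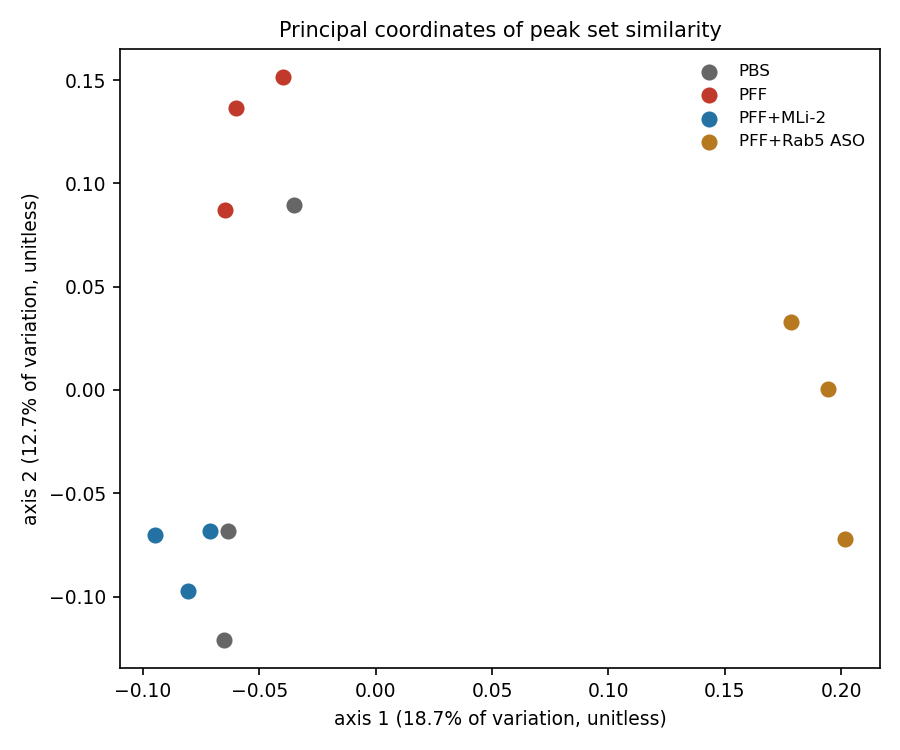
Principal coordinates of the Jaccard distances between the peak sets of the 12 libraries, with 1 point per library coloured by group and the share of variation (unitless axes) on each axis. Axis 1 separates PFF+Rab5 ASO from the other groups, and PBS replicate 1 lies at 0.0896 on axis 2, among the PFF libraries.

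Against PBS, PFF neurons had 2385 gained and 879 lost regions, 3264 in total, among 216981 regions with a peak in any of the 6 libraries. The other 9 splits of these libraries gave 1152 to 2615 regions, with a median of 1476, so the grouping by treatment gave the largest count of the 10 splits. With MLi-2, 767 regions were gained and 3360 lost against PFF (4127 in total, other splits 1116 to 1654). With the Rab5 ASO, 6084 regions were gained and 4472 lost against PFF (10556 in total, other splits 1061 to 1708). PFF+MLi-2 vs PBS gave 453 gained and 1160 lost regions, and this total of 1613 was matched or exceeded by 5 of the other 9 splits, so it did not stand above chance. PFF+Rab5 ASO vs PBS gave 5887 gained and 2255 lost regions (8142 in total, other splits 1015 to 2315).

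The balance of gained and lost regions changed with the number of peaks taken from each list. With an equal number of top peaks per library, the share of gained regions fell from 73.1% to 62.8% in PFF vs PBS (1880 gained and 1113 lost) and from 72.3% to 59.3% in PFF+Rab5 ASO vs PBS (4612 and 3166). It rose from 18.6% to 40.0% in PFF+MLi-2 vs PFF (1302 and 1953) and from 28.1% to 47.1% in PFF+MLi-2 vs PBS (746 and 837), where the total of 1583 was then the largest of the 10 splits. In PFF+Rab5 ASO vs PFF it went from 57.6% to 50.7% (4795 and 4663). The alternative that moved the totals most was presence in at least 2 of 3 libraries, which gave 14724 regions in PFF vs PBS. Leaving out PBS replicate 2 gave 3195 gained and 3433 lost regions in PFF vs PBS, so the excess of gained regions was lost without that library. It was kept there with equal numbers of top peaks (3100 gained and 2835 lost) and in the other 5 fits that left out a library. The larger side also changed in PFF+MLi-2 vs PBS without PBS replicate 1 (2007 gained, 1827 lost) and in PFF+Rab5 ASO vs PFF without PFF replicate 3 (7112 gained, 8366 lost).

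**Figure D3:**
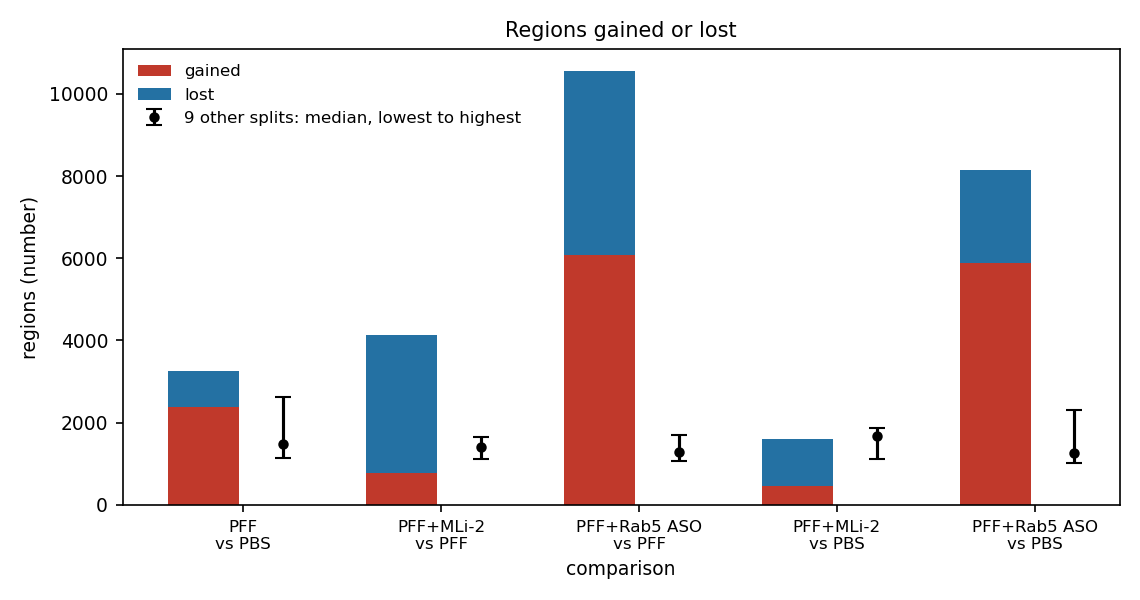
Number of regions gained and lost (stacked bars) in the 5 comparisons, beside the median and the lowest and highest total among the 9 other splits of the same 6 libraries (point and whiskers). Only PFF+MLi-2 vs PBS, with 1613 regions, lies inside the range of its other splits.

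Regions gained with PFF were low peaks. Their fold enrichment lay at percentile 31.5 of its list (median over regions) and that of lost regions at percentile 33.2, against percentile 70.2 for the 84873 regions with a peak in all 6 libraries. The gained region with the highest mean percentile was at chromosome 5, 119233007 to 119233311, between genes (80.5 ± 7.12, SD, n = 3), and it had a peak in 2 PFF+MLi-2 and 0 PFF+Rab5 ASO libraries. The second was at chromosome 11, 117425952 to 117426213 (79.8 ± 3.94), centred 96 bp upstream of the transcription start site of the noncoding gene Gm11732, with a peak in 3 PFF+MLi-2 and 3 PFF+Rab5 ASO libraries. The third lay in an intron of Fbxo42 on chromosome 4, 141188546 to 141188897 (79.2 ± 2.44), with a peak in 1 library of each treated group. Among lost regions, the highest was in an intron of Qtrt2 on chromosome 16, 43869628 to 43869891 (73.3 ± 21.2 in PBS), with a peak in 3 PFF+MLi-2 and 2 PFF+Rab5 ASO libraries. The next were an intergenic region on chromosome 2, 161265250 to 161265456 (72.2 ± 8.91), and a region in an intron of Gabrg3 on chromosome 7, 57214156 to 57214379 (68.9 ± 5.34), both with a peak in 3 PFF+MLi-2 and 3 PFF+Rab5 ASO libraries. With 3 libraries against 3, no exact test of a region can go below p = 0.1.

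Whether a treatment returned PFF-changed regions towards PBS was read from the third group. Of the 2385 regions gained with PFF, 22.0% (Wilson 95% interval 20.4 to 23.7) had a peak in at least 2 of 3 PFF+MLi-2 libraries, below the median of 42.9% over all assignments of the 9 libraries (exact permutation test, two-sided, p = 0.0262). Adjusted over the 4 shares of this family, the exact permutation test gave p = 0.105. The single PFF+MLi-2 libraries had a peak in 28.3% ± 3.85 of these regions (SD, n = 3). With the Rab5 ASO the share was 34.6% (32.7 to 36.5) against a median of 43.2% (exact permutation test, two-sided, p = 0.542, adjusted p = 0.819). Of the 879 regions lost with PFF, 50.2% (46.9 to 53.5) were called again with MLi-2 (exact p = 0.614, adjusted p = 0.819) and 41.2% (38.0 to 44.5) with the Rab5 ASO (exact p = 0.876, adjusted p = 0.876). With equal numbers of top peaks, the shares with MLi-2 were 28.4% of gained regions (exact permutation p = 0.00952, adjusted p = 0.0381) and 60.5% of lost regions (exact permutation p = 0.0202, adjusted p = 0.0405). With the Rab5 ASO they were 30.9% and 37.65%, neither beyond chance (exact permutation p = 0.233 and 0.498). Single libraries had a peak in 33.3% ± 3.83 of these gained regions with MLi-2 and 33.2% ± 2.59 with the Rab5 ASO (SD, n = 3). The shares of gained regions were thus alike, and their different p-values do not show that the treatments differed there. With labels permuted only inside a replicate number, the exact permutation p with equal numbers of top peaks was 0.0370 for gained and 0.0741 for lost regions with MLi-2, both 0.148 after adjustment. Without PBS replicate 1, the share of gained regions still called with MLi-2 was 38.5% against a chance median of 55.2% (exact permutation p = 0.0857). Across the 9 fits that each left out 1 library, the share lay below its own chance median each time, with an exact permutation p from 0.00714 to 0.175.

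Height ranks were compared over the 72465 regions common to all libraries. PFF vs PBS gave 0 regions with an adjusted p under 0.05 by limma, with 7045 regions at an unadjusted p under 0.05 and 15.1% of regions without overlap between the groups, where chance gives 10%. PFF+MLi-2 vs PFF gave 0 (8287 unadjusted, 17.7% without overlap), and PFF+MLi-2 vs PBS gave 0 (4179 unadjusted, 10.3% without overlap, close to the chance share of 10%). PFF+Rab5 ASO vs PFF gave 2770 regions, 1425 higher and 1345 lower (15318 unadjusted, 25.9% without overlap, chance 10%). PFF+Rab5 ASO vs PBS gave 1184, 727 higher and 457 lower (13528 unadjusted, 23.0% without overlap, chance 10%). With the replicate number as a block, limma gave 1672 regions in PFF+Rab5 ASO vs PFF and 0 in PFF+Rab5 ASO vs PBS (15385 and 13799 unadjusted). These counts were also sensitive to the number of libraries. Without PFF+Rab5 ASO replicate 1, PFF+Rab5 ASO vs PFF gave 0 regions (13512 unadjusted), and the other fits that left out 1 library gave 333 to 995. PFF+Rab5 ASO vs PBS gave 0 to 35 regions when any library was left out (10997 to 12726 unadjusted).

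Against PFF, the Rab5 ASO raised the rank most in an intron of Hs3st4 (chromosome 7, 124341200 to 124341496), by 2.45 SD of the normal score (SE 0.209, limma adjusted p = 0.0152). The next was in an intron of Dgki (chromosome 6, 36936897 to 36937114), centred 43 bp upstream of the start site of the antisense gene 1700111E14Rik, with 2.40 (SE 0.400, limma adjusted p = 0.0208). The ranks fell most between genes, at chromosome 9, 110909639 to 110909915, with -2.42 (SE 0.216, limma adjusted p = 0.0152) and at chromosome 19, 55244983 to 55245258, with -2.24 (SE 0.262, limma adjusted p = 0.0152). Against PBS, the largest rises were in an intergenic region of chromosome 1, 106130493 to 106130808, with 2.68 (SE 0.233, limma adjusted p = 0.0191) and in the same Dgki intron with 2.66 (SE 0.309, limma adjusted p = 0.0224). The largest falls were at chromosome 8, 57013716 to 57014300, between genes, with -2.57 (SE 0.387, limma adjusted p = 0.0271) and in an exon of Exoc6b on chromosome 6, 84892994 to 84893400, with -2.04 (SE 0.353, limma adjusted p = 0.0313). Without PFF+Rab5 ASO replicate 1 none of the 4 changes against PFF kept an adjusted p under 0.05 by limma (0.0546 for the Hs3st4, chromosome 9 and chromosome 19 regions). With the replicate number as a block none of the 4 changes against PBS kept it (limma adjusted p = 0.0736 for each). Without PBS replicate 1 none of them kept it either. Of the 6 fits that left out a library, the chromosome 1, Dgki and chromosome 8 changes against PBS each kept it in 1. The Exoc6b change kept it in 0 (limma adjusted p = 0.0612 to 0.0847). Against PFF, the Dgki change kept it in 2 of 6 fits and the other named changes in 5 each.

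Across regions, the height rank effects of PFF vs PBS and of PFF+MLi-2 vs PFF had a correlation of -0.64. Both effects contain the PFF libraries, and unchanged groups sharing them gave -0.50 in simulation (-0.51 to -0.49 in 20 simulations). Over all assignments of the 9 libraries, the exact permutation p was 0.0214 (two-sided, as 2 times the smaller tail share, adjusted over 2 treatments p = 0.0429). When separate PFF libraries entered the 2 effects, for which chance gives 0, the correlation was -0.25 (exact permutation p = 0.0214, adjusted p = 0.0429). With labels permuted only inside a replicate number, the exact permutation p was 0.0741 for both values, so the opposition was no longer beyond the 0.05 threshold. For the Rab5 ASO the correlation was -0.42 with shared libraries (exact permutation p = 0.531) and -0.14 with separate ones (exact permutation p = 0.281), neither beyond chance. These tests do not exclude an opposition. They assume unchanged groups, and the Rab5 ASO effects against PFF were wider (SD 0.474 against 0.369 for MLi-2), which weakens a correlation. With separate PFF libraries, the covariance of single treated libraries with the PFF vs PBS effect was -0.0312 ± 0.00369 for the Rab5 ASO and -0.0443 ± 0.00642 for MLi-2 (SD, n = 3). The correlations are across regions, which are not independent replicates.

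Promoter positions made up 13.2% (Wilson 95% interval 11.9 to 14.6) of the 2385 gained regions and 10.2% (8.41 to 12.4) of the 879 lost regions in PFF vs PBS. The odds ratio was 1.33 (Fisher's exact test, two-sided, p = 0.0265). Both shares were below the 22.0% among the 135562 regions with a peak in at least 3 of the 6 libraries. With equal numbers of top peaks the shares were 11.3% and 9.61%, which no longer differed (Fisher's exact p = 0.159).

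The E-box CACGTG is the core of the element bound by TFEB and TFE3, transcription factors of lysosomal genes that the study examined. It lay within 100 bp of the summit in 124 of 2385 gained regions (5.20%, Wilson 95% interval 4.38 to 6.16), against 4.30% of regions with a peak in all 6 libraries (odds ratio 1.22, Fisher's exact test, two-sided, p = 0.0362). With equal numbers of top peaks the share was 4.63% against 4.41% (odds ratio 1.05, Fisher's exact p = 0.649), and without PBS replicate 1 it was 4.39% (Fisher's exact p = 0.793). The difference from regions in all 6 libraries therefore did not hold up. Among lost regions with a sequence, 12 of 877 (1.37%, 0.784 to 2.38) had the motif, below the regions in all 6 libraries (odds ratio 0.309, Fisher's exact test, two-sided, p = 1.37e-06, a test added after the data had been seen). With equal numbers of top peaks the odds ratio was 0.418 (Fisher's exact p = 8.11e-06), and in the fits that each left out a library Fisher's exact p was at most 4.36e-05. Regions in all 6 libraries are higher peaks (median percentile 70.2 against 33.2), and a low share was not particular to these lost regions. It was 1.77% in gained and 2.76% in lost regions of PFF+MLi-2 vs PBS, and 2.55% and 2.84% in PFF+Rab5 ASO vs PBS. Regions gained against PFF had 0.783% with MLi-2 and 1.93% with the Rab5 ASO, and regions lost against PFF 5.03% and 4.32%.

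None of the 8 named genes had a region within 1 kb of a transcription start site that was gained or lost in PFF vs PBS, and none of their regions passed an adjusted p of 0.05 by limma in any of the 5 comparisons. Under the looser rule of at least 2 of 3 libraries, a Camk2b region (chromosome 11, 6065278 to 6065433) and a Rab5a region (chromosome 17, 53479929 to 53480044) were gained. Each had a peak in 2 PFF and 0 PBS libraries. The Camk2b region had a peak in 0 PFF+MLi-2 and 1 PFF+Rab5 ASO libraries, and the Rab5a region in 1 and 3. Their height ranks were not tested. At Plekhf1 (chromosome 7, 38227845 to 38228291, centred 52 bp upstream of its start site), the fold percentile was 80.5 ± 4.23 in PBS, 89.1 ± 1.05 in PFF, 86.0 ± 2.10 in PFF+MLi-2 and 85.9 ± 1.60 in PFF+Rab5 ASO (SD, n = 3). Another Plekhf1 region (38227142 to 38227375) moved the other way, with 67.2 ± 4.22 in PBS, 52.4 ± 9.03 in PFF and 68.3 ± 8.97 in PFF+MLi-2. It had a peak in 11 libraries, so its height rank was not tested. The height rank effect of PFF vs PBS at the region near the start site was 0.46 (SE 0.202, limma adjusted p = 0.506). At P2rx4 (chromosome 5, 122707388 to 122708139) the effect was -0.08 (SE 0.221, limma adjusted p = 0.942), and at Ets1 (chromosome 9, 32695590 to 32696252) it was -0.15 (SE 0.208, limma adjusted p = 0.860). At Tgfb2 (chromosome 1, 186705178 to 186705740) it was -0.34 (SE 0.255, limma adjusted p = 0.715). Camk2b had 2 and Sema6b 4 regions with a peak in all 12 libraries, with adjusted p of at least 0.838 in PFF vs PBS by limma. The promoter peaks of Rab5a (chromosome 17, 53478666 to 53479859) and Rab5b (chromosome 10, 128695758 to 128696867) changed by 0.17 (SE 0.187, limma adjusted p = 0.647) and 0.15 (SE 0.203, limma adjusted p = 0.725) in PFF+Rab5 ASO vs PFF. An antisense oligonucleotide acts on RNA, so accessibility at its target genes is not a check of the knockdown.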

Values the study reported

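For neurons treated with PFF against PBS, the study reported 1028 regions of increased accessibility and 150 of decreased accessibility, at an adjusted p-value under 0.05 and a fold-change of at least 1.5. It placed 17.6% of the regions of increased accessibility and 7.1% of those of decreased accessibility at promoters. With the fold-change threshold lowered to 1.3, it counted 7660 differentially accessible peaks, assigned to 5138 genes.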

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

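The removal of trends with GC content and region width, the correlation from separate PFF libraries, the block in tests of correlations and third-group shares, and all settings of the E-box in lost regions were chosen only after the results had been seen. The other alternatives were planned, except that this is not settled for the equal number of top peaks. Unless a reason is given, the cause of a change was not tested.

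With peaks of -log10 q of at least 5, PFF+MLi-2 vs PBS gave 1043 gained or lost regions against 1613, and the share of PFF-gained regions still called with MLi-2 was 21.9% against a chance median of 42.6% (exact permutation p = 0.075). With equal numbers of top peaks, 60.5% of PFF-lost regions were called again with MLi-2 and the difference in promoter share fell to 1.66 percentage points. When peaks had to cover at least 50% of a region, PFF+Rab5 ASO vs PFF gave 13055 regions with more lost (6911) than gained (6144). Presence in at least 2 of 3 libraries is a looser rule and gave 14724 regions in PFF vs PBS, 16209 in PFF+MLi-2 vs PFF, 28412 in PFF+Rab5 ASO vs PFF, 10515 in PFF+MLi-2 vs PBS and 24283 in PFF+Rab5 ASO vs PBS. With a peak in at least 1 of 3 libraries as the rule, 79.4% of PFF-lost regions were called again with MLi-2, against 79.6% by chance. The E-box share was 9.31% in a window of 250 bp and 4.63% with equal numbers of top peaks, both no longer beyond Fisher's exact test, and 0.0419% (1 region) for the longer motif GTCACGTGAC, below the 0.110% of regions in all 6 libraries. For lost regions the longer motif gave 0%, too few to test.

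For height ranks by limma, PFF+MLi-2 vs PFF went from 0 to 56 regions with all 12 libraries in the model and to 4 in the upper 50% of regions by mean rank. PFF+Rab5 ASO vs PFF fell to 1556 in those upper regions, where fewer regions were tested. PFF+Rab5 ASO vs PBS gave 347 with ranks of -log10 p, 1922 with all 12 libraries and 571 once GC content and width trends were removed. The effect correlation with separate PFF libraries was -0.25 for MLi-2 and -0.14 for the Rab5 ASO, and the latter lies below its chance value of 0 where the shared value lay above its own.

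With the replicate number as a block, limma gave 1672 regions in PFF+Rab5 ASO vs PFF and 0 in PFF+Rab5 ASO vs PBS (13799 at an unadjusted p under 0.05), and 0 in both once GC content and width trends were removed as well (14540 and 13309 unadjusted). The correlation of -0.64 for MLi-2 had an exact permutation p of 0.0741 under the block. The MLi-2 correlation from separate PFF libraries had the same p, with the GC content and width trends kept or removed. Each named height rank change in PFF+Rab5 ASO vs PBS lost its adjusted p under 0.05 (limma adjusted p = 0.0736 for each). With equal numbers of top peaks, the MLi-2 shares of gained and lost regions both had an adjusted exact permutation p of 0.148. The block changed no other call of the tests it was run on: the exact permutation p was 0.141 for peak number, 0.00174 for similarity, 0.0104 for median width and 0.0463 for the share of PFF-gained regions still called with MLi-2, and the other 3 height rank comparisons stayed at 0.

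Across the fits that each left out 1 library, the exact p for peak number ran from 0.0286 (without PBS replicate 1) to 0.400, and the similarity test stayed past 0.05 (pseudo-F at most 1.72). Gained or lost regions ran from 5750 to 7384 in PFF vs PBS, 6983 to 8507 in PFF+MLi-2 vs PFF, 15111 to 15664 in PFF+Rab5 ASO vs PFF, 3525 to 5362 in PFF+MLi-2 vs PBS and 11646 to 14019 in PFF+Rab5 ASO vs PBS, all above the full counts because 2 libraries against 3 are easier to separate. The shares of PFF-gained regions still called ran from 9.48% to 38.5% with MLi-2 and 21.2% to 48.4% with the Rab5 ASO, and those of PFF-lost regions called again from 27.9% to 59.4% and 25.6% to 51.8%. Their chance medians moved as well, from 21.9% to 55.2% for the first share, which lay below its own in all 9 fits, and from 21.7% to at most 56.4% for the Rab5 ASO. Height rank counts ran from 0 (without PFF+Rab5 ASO replicate 1, 13512 unadjusted) to 995 in PFF+Rab5 ASO vs PFF and from 0 to 35 in PFF+Rab5 ASO vs PBS (10997 to 12726 unadjusted), where fewer libraries give less power, and stayed at 0 in the other comparisons (3988 to 7806 unadjusted). The effect correlations ran from -0.70 to -0.58 for MLi-2 and -0.49 to -0.38 for the Rab5 ASO. Without any effect the value is -0.45 when a PBS or treated library is left out and -0.60 when a PFF library is, and the 9 fits for MLi-2 lay below their own value and those for the Rab5 ASO above it. The promoter difference ran from 2.04 to 4.80 percentage points and the E-box share from 4.39% to 4.95% in gained and 1.27% to 2.23% in lost regions.

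Of 69 values of single named regions under the other alternatives, 62 kept their call and direction and 7 lost their adjusted p under 0.05. Of 48 with a library left out, 20 kept it and 28 lost it. The depth of a library was known only relative to the others, and low peaks such as the gained and lost regions are those whose presence depends on it most.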

Other observations

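The tests of GC content and width on height ranks, of a dose-like relation across treatments, of peak width against fragment length, of the balance of gained and lost regions, of other splits for height ranks, of the replicate block on correlations, of peak number on the E-box, and all tests of the E-box in PFF+MLi-2 vs PFF were chosen only after the result was seen. The comparison of gained with lost regions by hexamer was itself prompted by the data.

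The number of regions gained in PFF vs PBS was 2385. That is higher than the value quoted from the study above. The number of regions lost was 879. That is higher than the value quoted from the study above. Both statements refer to the stricter fold-change threshold. The number of gained and lost regions together was 3264. That is lower than the value quoted from the study above for the looser threshold. The measures differ, since presence of a peak was counted here and no read counts were tested.

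Height rank calls were set against the other splits of the same 6 libraries. For PFF vs PBS, PFF+MLi-2 vs PFF and PFF+MLi-2 vs PBS, all 10 of the 10 splits gave as many regions, since each gave 0, and a comparison of counts of 0 decides nothing. At an unadjusted p under 0.05, PFF vs PBS gave 7045 regions against 2982 to 3896 in the other 9 splits, PFF+MLi-2 vs PFF 8287 against 2770 to 3942, and PFF+MLi-2 vs PBS 4179 against 3254 to 4399, inside its range. For PFF+Rab5 ASO vs PFF (2770 regions) and PFF+Rab5 ASO vs PBS (1184 regions), 1 of the 10 splits gave as many, the real one, and the other 9 gave 0. At an unadjusted p under 0.05 the real split gave 15318 regions against 2259 to 3087, and 13528 against 2350 to 3217, far above the other 9. The 3 other splits that part every pair of a replicate number, as the real one does, gave at most 2738 and 2701, and at most 3698, 3430 and 3330 in PFF vs PBS, PFF+MLi-2 vs PFF and PFF+MLi-2 vs PBS. With 10 splits the share cannot fall below 0.1, so the count of splits alone cannot decide. The similarity test over all 4 groups, which does not have this limit, had an exact permutation p of 0.000325.

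The height rank effects of PFF and of MLi-2 ran in opposite directions beyond the bias from shared PFF libraries in the tests without a block. Removing each library's trend with GC content and region width left the correlation from separate PFF libraries at -0.24, close to -0.25 (exact permutation p = 0.0238). With labels permuted only inside a replicate number the exact permutation p was 0.0741 with and without the trends, so neither the opposition nor the part of the trends is decided. Library depth and fragment length stay open. The rank shift that went with depth inside the groups had a correlation across regions of -0.0403 with the PFF vs PBS effect (exact p = 0.326 over 1296 reshuffles within groups), and that for the smallest peak width had 0.0458 (exact p = 0.218). Both lay inside the range of the reshuffles, but libraries within a group differ little in these measures, so the test has little reach. If depth or fragment length drove the opposition, the Rab5 ASO, which shifted both measures further, might be expected to oppose PFF at least as much. Its covariance with the PFF vs PBS effect was closer to 0 than that of MLi-2 by 0.0131 (exact permutation test, two-sided, p = 0.1, the smallest possible), which does not decide the point. A return of accessibility towards PBS with MLi-2 is a candidate explanation that cannot be told apart from these technical differences or from chance under the block.

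The height rank changes of the Rab5 ASO against PFF were more numerous than those of MLi-2 against PFF (2770 against 0, with 15318 against 8287 at an unadjusted p under 0.05). After removal of the GC content and width trends, 1858 regions were still called, 1713 of them among the original 2770. With the replicate number as a block as well, 0 were called by limma, with 14540 at an unadjusted p under 0.05 against 15385 with the trends kept, so what part of the calls rests on those trends stays open. The within-group shift with depth had a correlation of 0.0391 with the effect (exact p = 0.533) and that with smallest width -0.0600 (exact p = 0.319), and neither could be told from reshuffles. Depth and fragment length differ between the groups without overlap (1.05 to 1.31 against 0.775 to 0.919 in relative depth), so an effect of the ASO and an effect of library preparation cannot be told apart.

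Peaks were narrower in the Rab5 ASO libraries. Divided by the smallest width of the same library, the median width was 2.07 ± 0.0458 in PBS, 2.12 ± 0.0178 in PFF, 2.10 ± 0.0400 in PFF+MLi-2 and 2.12 ± 0.0227 in PFF+Rab5 ASO (SD, n = 3), with no difference between groups (exact permutation test, one-sided, p = 0.376). If the smallest width is the fragment length that peak calling used, that length can account for the difference in width. Why the smallest width was lower was not tested.

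More regions were gained than lost in PFF vs PBS. The relative depth of PFF libraries was lower than that of PBS by a difference of -0.0965 on average, opposite to what deeper PFF libraries would need, but the groups overlapped, so depth could not be ruled out. With an equal number of top peaks the gained share was 62.8%, and in 4 of the 10 splits the larger side was as large, so the excess may reflect how peaks divide among the libraries.

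The E-box share of gained regions was compared with regions in all 6 libraries within classes of GC content and promoter position. The odds ratio was 1.44 (95% interval 1.20 to 1.73). The control hexamer CTCGAG, of the same bases, had 1.34 (1.005 to 1.79) in the same classes, so the classes leave a difference that is not specific to the E-box, and base composition stays open as an explanation.

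Set against lost regions, gained regions carried CACGTG more often in PFF vs PBS (5.20% against 1.37%, odds ratio 3.95, 95% interval 2.18 to 7.19). In PFF+MLi-2 vs PFF the order was opposite (0.783% against 5.03%, odds ratio 0.149, 0.0658 to 0.338). Both comparisons use the PFF libraries and are not independent. Among 64 palindromic hexamers CACGTG ranked second by Fisher's exact test in the first comparison (Benjamini-Hochberg adjusted exact p = 5.19e-06). TAATTA ranked above it and was rarer in gained than in lost regions (4.53% against 10.8%, odds ratio 0.390). In the second comparison CACGTG ranked first (1.11e-07). GC content and promoter position are not the whole cause, since the odds ratios within their classes were 3.52 (1.91 to 6.48) and 0.153 (0.0675 to 0.346). With equal numbers of top peaks the odds ratios without classes were 2.51 (1.55 to 4.07) and 0.205 (0.121 to 0.347). Within the classes they were 2.24 (1.36 to 3.69) and 0.219 (0.129 to 0.373), so peak number is not the whole cause. Of the 10 splits of the libraries, 1 gave a ratio as far from 1 in each comparison, the real one, but the other splits of PFF and PBS reached 3.21, and any split of the libraries stays open because 10 splits cannot go below 0.1. PFF+MLi-2 vs PBS showed no such difference for CACGTG (odds ratio 0.633, Fisher's exact p = 0.289). Nor did PFF+Rab5 ASO vs PBS (2.55% against 2.84%, odds ratio 0.897, Fisher's exact p = 0.486). In PFF+Rab5 ASO vs PFF, gained regions carried CACGTG in 1.93% and lost regions in 4.32% of cases (odds ratio 0.435, and 0.705 within the classes, 0.540 to 0.922), and 2 of the 10 splits gave a ratio as far from 1. Equal numbers of top peaks gave 0.764 within the classes, with an interval that includes 1 (0.579 to 1.007), and CACGTG ranked 16 of 64 hexamers in the full lists and 25 with equal numbers, so whether the Rab5 ASO shares the lower share stays open. CACGTG ranked 4 in PFF vs PBS with equal numbers of top peaks (Benjamini-Hochberg adjusted exact p = 0.00106). Lost regions in PFF vs PBS had fewer E-boxes than regions in all 6 libraries within the same classes (odds ratio 0.434, 0.245 to 0.769), where CTCGAG had 1.05. Regions in all 6 libraries are higher peaks, and the classes do not match peak height. CAGCTG was also more frequent in gained than in lost regions in PFF vs PBS (21.1% against 14.6%, odds ratio 1.56). Its order was opposite in PFF+MLi-2 vs PFF (14.0% against 22.45%, 0.561), so the pattern was not specific to CACGTG. CAGCTG was rarer in gained regions in PFF+MLi-2 vs PBS (0.617) and PFF+Rab5 ASO vs PFF (0.364) too. A higher activity of E-box binding factors in the PFF libraries than in PBS and PFF+MLi-2 may explain the CACGTG pattern. So may a technical difference of the PFF libraries. Both are hypotheses found and tested on the same libraries.

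Regions gained with the Rab5 ASO against PFF carried TAATTA in 17.4% of cases and lost regions in 2.98% (odds ratio 6.85). These gained regions are AT-rich, with a mean GC content of 41.6% against 49.9%. Within classes of GC content the odds ratio was 3.11 (95% interval 2.51 to 3.85), above 6 of the 7 other hexamers made of A and T, whose ratios ran from 1.00 to 1.58. The exception, ATTAAT, had 2.82 (2.16 to 3.69). Hexamers of the same bases thus differed, which argues against AT-rich sequence in general as the whole difference against PFF, but TAATTA was not distinguished from ATTAAT. ATTAAT had 3.56 and TAATTA 2.81 with equal numbers of top peaks, and in PFF+Rab5 ASO vs PBS TAATTA (1.23 to 1.84) lay below ATTAAT at 1.62 and AATATT at 1.54. No binding factor can be named from this. Depth and fragment length, which differ between these groups, remain open.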
